# Ghrelin Aggravates Prostate Enlargement in Rats with Testosterone-Induced Benign Prostatic Hyperplasia, Stromal Cell Proliferation, and Smooth Muscle Contraction in Human Prostate Tissues

**DOI:** 10.1155/2019/4748312

**Published:** 2019-11-22

**Authors:** Xiaolong Wang, Yiming Wang, Christian Gratzke, Christian Sterr, Qingfeng Yu, Bingsheng Li, Frank Strittmatter, Annika Herlemann, Alexander Tamalunas, Beata Rutz, Anna Ciotkowska, Raphaela Waidelich, Chunxiao Liu, Christian G. Stief, Martin Hennenberg

## Abstract

Epidemiologic studies revealed a context between lower urinary tract symptoms (LUTS) suggestive of benign prostatic hyperplasia (BPH) and metabolic syndrome. However, molecular mechanisms underlying this relationship are largely unknown. Prostate enlargement and increased prostate smooth muscle tone are important factors in the pathophysiology of LUTS suggestive of BPH. In the present study, we studied effects of the metabolic hormone ghrelin on prostate enlargement in rats with experimentally induced BPH, growth of cultured stromal cells from human prostate (WPMY-1), and smooth muscle contraction of human prostate tissues. Ghrelin (20 nmol/kg daily, p.o., 2 weeks) increased prostate size in rats with testosterone-induced BPH. Microarray identified 114 ghrelin-upregulated genes (2-fold or more) in these prostates, with possible roles in growth, smooth muscle contraction, or metabolism. 12 genes were selected for further analyses. In human prostate tissues, mRNA levels of 11 of them correlated positively with ghrelin receptor (GHSR) expression, but only two with the degree of BPH. Accordingly, no correlation was evident between GHSR expression level and BPH in human prostate tissues. In WPMY-1 cells, the GHRS agonist MK0677 upregulated 11 of the selected genes. MK0677 induced proliferation of WPMY-1 cells, shown by EdU assay, colony formation, proliferation markers, flow cytometry, and viability. In myographic measurements, GHSR agonists enhanced contractions of human prostate strips. Together, ghrelin may aggravate prostate enlargement, stromal cell growth, and prostate smooth muscle contraction in BPH. Ghrelin may deteriorate urethral obstruction independently from BPH, qualifying the ghrelin system as an attractive new target to be tested for LUTS treatment in BPH.

## 1. Introduction

Benign prostatic hyperplasia (BPH) is commonly associated with lower urinary tract symptoms (LUTS), resulting from urethral obstruction due to prostate enlargement and increased prostate smooth muscle tone [1]. Treatment becomes often inevitable and is aimed (1) at improving symptoms and (2) at preventing BPH progression and complications [2]. Widespread options for medical treatment of LUTS suggestive of BPH are *α*_1_-adrenoceptor antagonists and phosphodiesterase-5 inhibitors, which may improve symptoms by inhibition of prostate smooth muscle contraction, and 5*α*-reductase inhibitors to reduce prostate growth [2]. Combination therapies are commonly applied to address prostate size and symptoms at once [2]. However, available medical therapies have limited efficacy even in mild to moderate LUTS [2]. Improvements of symptoms and of urinary flow by *α*_1_-blockers are restricted to 50% [1, 3, 4]. Similarly, the risk of symptomatic progression can be reduced at most by 35-40% by monotherapy and by 66% by combination therapies [3].

Epidemiological studies suggested a context between metabolic syndrome and BPH/LUTS [5]. Metabolic syndrome itself and its single components were identified as risk factors for BPH and LUTS [5]. While this association is well established at a clinical level, molecular links of this relationship are poorly understood. Preclinical studies focused on the role of inflammatory mediators and lipoproteins [5]. Any role of metabolic hormones, which contribute to the metabolic syndrome as well, has not been considered to explain molecular connections between metabolic syndrome and BPH [5].

Adipokines, including ghrelin or other metabolic hormones play a central role for pathophysiology of the metabolic syndrome. Ghrelin is a metabolic peptide hormone acting by activation of the growth hormone secretagogue receptor 1a (GHSR1a) and probably via additional receptors [6]. Ghrelin increases food intake and body weight [6, 7]. At a cellular level, ghrelin induces proliferation, differentiation, and lipid accumulation in adipocytes and preadipocytes [6]. Regulation and promotion of cell cycle in other cell types including smooth muscle cells outside the lower urinary tract have been reported [6, 8, 9]. Most ghrelin functions are attributed to GHSR activation by acyl-ghrelin, while desacyl-ghrelin does not activate the GHSR [6]. In obese subjects with metabolic syndrome, the ratio between acyl- and desacyl-ghrelin is shifted towards acetylated ghrelin, underlining the role of ghrelin for the metabolic syndrome [10]. Considering the relationships between metabolic syndrome and BPH on the one hand and the role of smooth muscle contraction and prostate growth for LUTS suggestive of BPH on the other hand, a possible role of the ghrelin system for BPH and LUTS may be assumed. Here, we report effects of ghrelin and GHSR agonists on prostate growth and gene expression in rats with experimentally induced BPH and on proliferation, gene expression, and smooth muscle contraction in human prostate tissues and in cultured stromal cells.

## 2. Materials and Methods

### 2.1. Testosterone-Induced BPH in Rats

Procedures in rats were approved by the Animal Experimentation Ethics Committee of the Southern Medical University (SMU), Guangzhou, China. Procedures applied in our study were in accordance with the regulations applying for countries of the European Union. Animal experiments took place in the Laboratory Animal Center, Southern Medical University, Guangzhou, China. Six-week-old male Sprague Dawley rats (180-220 g) were purchased from the Laboratory Animal Center of SMU and housed under controlled conditions of temperature, humidity, and light/dark cycle. Water and food were supplied ad libitum. After 72 h of accommodation, rats were distributed randomly into three groups (*n* = 8/group): (1) a sham-operated group (sham) undergoing sham operation for castration, subcutaneous injection of corn oil, and peroral treatment with vehicle (ghrelin control, distilled water); (2) an androgen-induced BPH group (BPH) undergoing castration, subcutaneous injection of dihydrotestosterone (3 mg/kg) for four weeks, and peroral treatment with vehicle (distilled water); and (3) an orally ghrelin-treated group (BPH+ghrelin) undergoing castration, subcutaneous injection of dihydrotestosterone (3 mg/kg) for four weeks, and peroral treatment with rat ghrelin (20 nmol/kg) (Tocris, Bristol, UK) for two weeks, starting two weeks after initiation of testosterone treatment. Injections and oral treatments were performed once daily, starting after 72 h of the surgical procedure. A complete randomization process was carried out so that every experimental unit had an equal chance of receiving each treatment. Ghrelin was dissolved in distilled water and applied by gavage. In previous studies, application of 12 or 16 nmol/kg of ghrelin induced growth hormone release and functional effects in vivo in rats [11–13]. After 4 weeks, rats were sacrificed by cervical dislocation, following anesthesia using carbon dioxide prior to cervical dislocation, and prostates were removed, shock frozen, and stored at -80°C until microarray analyses. Body weight was measured before the experiments and after the 4-week treatment and wet weight of the isolated prostate directly following prostatectomy.

### 2.2. Microarray Analysis

A global gene expression analysis of rat prostates was performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technologies, Santa Clara, CA, USA). Total RNA was linearly amplified and labeled with Cy3-UTP. Concentration and specific activity of the labeled cRNAs (pmol Cy3/*μ*g cRNA) were measured by NanoDrop ND-1000. Labeled cRNA was fragmented and diluted with GE hybridization buffer. Hybridized arrays were scanned with the Agilent DNA Microarray Scanner (part number G2505C). Quantile normalization and subsequent data processing were performed with using the GeneSpring GX v12.1 software package (Agilent Technologies).

All data obtained by microarray in this study have been deposited in NCBI's Gene Expression Omnibus and are accessible through the GEO repository with the accession number GSE129561 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129561). The data sets could be downloaded from the GEO database.

Selection of genes to categories of interest was performed by definition of predetermined categories. These categories were defined before the experiments. Criteria for selection for subsequent validation in cell culture and human prostate tissues (including correlation analyses) were a 1-fold or higher upregulation together with an assumed function belonging to at least one of the three categories below. Thus, selection of genes for subsequent validation was based on predefined categories and on the results from microarrays but was not done before the experiments. Predefined categories included “smooth muscle contraction,” “growth,” and “metabolism.” Categorization to “smooth muscle contraction” was based on the assumption that smooth muscle contraction depends on a panel of functions including actin and extracellular matrix organization, adhesion (of the cytoskeleton to membranes and of cells to extracellular matrix), neurotransmitter release, and myosin light chain phosphorylation and on a panel of signaling pathways including G protein-coupled receptors, heterotrimeric G proteins, small monomeric GTPases, RhoA/Rho kinase, calcium, nitric oxide, and others [1]. Categorization to “growth” was based on a function in proliferation, survival, regulation of cell cycle, or differentiation. Searches for information of gene functions and gene ontology was performed using different data bases, including https://omim.org, https://genecards.org, and https://geneontology.org.

### 2.3. Human Prostate Tissues

Human prostate tissues were obtained from patients who underwent radical prostatectomy for prostate cancer (*n* = 44) as previously described [1]. This study was carried out in accordance with the Declaration of Helsinki of the World Medical Association and has been approved by the ethics committee of the Ludwig-Maximilians University, Munich, Germany. Informed consent was obtained from all patients. All samples and data were collected and analyzed anonymously. Patients with previous ablative surgery of the prostate were excluded. Tissues were taken solely from the periurethral zone, considering that most prostate cancers arise in the peripheral zone [14, 15]. Prostates showing tumors in the periurethral zone upon macroscopic inspection (found in less than 1% of prostates undergoing this sampling procedure) were not subjected to sampling. BPH is present in ca. 80% of patients with prostate cancer [16, 17].

### 2.4. Real-Time Polymerase Chain Reaction (RT-PCR)

RNA isolation from frozen prostate tissues or from cells and RT-PCR were performed as previously described using primers provided by Qiagen (Hilden, Germany) [18]. Results were expressed using the *ΔΔ*CP method, where number of cycles (Ct) at which the fluorescence signal exceeded a defined threshold for GAPDH was subtracted from Ct values for target mRNAs (Ct_target_‐Ct_GAPDH_ = ΔCP), and values were calculated as 2^-*Δ*CP^. Correlation analyses were performed using the 2^-*Δ*CP^ values from concerning genes obtained from the same samples. In stimulation experiments performed in WPMY-1 cells, values of stimulated samples were expressed as fold of the mean of control samples.

### 2.5. Tension Measurements

Smooth muscle contraction of human prostate strips was performed as previously described in tissue baths with four chambers (Danish Myotechnology, Aarhus, Denmark) [18]. Dimethylsulfoxid (DMSO) for controls, L-692,585, or MK0677 was added 30 min before contractions and was induced by electric field stimulation (EFS) or by *α*_1_-adrenoceptor agonists. In each experiment, tissue from the same prostate was allocated to all four channels, and DMSO or one of the GHSR agonists was added to two channels following determination of KCl-induced contractions and subsequent washout. Only one curve was recorded with each sample. For calculation of agonist-induced contractions, tensions were expressed as % of KCl-induced contractions, which were induced by addition of a 2 M KCl solution to obtain a final high molar KCl concentration of 80 mM. All samples (19 tissues, 4 samples per tissue) contracted in response to high molar KCl, resulting in maximum KCl-induced contractions of 52.6 ± 46.8 mN (mean ± standard deviation). *E*_max_ and EC_50_ values were calculated by curve fitting for each single experiment using GraphPad Prism 6 (Statcon, Witzenhausen, Germany) and analyzed as described below.

### 2.6. Culture and Stimulation of WPMY-1 Cells

WPMY-1 cells were obtained from American Type Culture Collection (ATCC; Manassas, VA, USA) and cultured, stimulated, and processed as previously described [18].

### 2.7. Plate Colony Assay

About 100 cells were placed to each well of a 6-well culture plate and treated with MK0677 in indicated concentrations. Cells were incubated at 37°C for 14 days, washed twice with phosphate-buffered saline (PBS), and fixed by 2 ml of 10% trichloroacetic acid (TCA) overnight (4°C). Subsequently, all plates were washed five times with cold water and stained with 0.4% sulforhodamine B (SRB) solution (diluted in 1% acetic acid) at room temperature for 30 minutes. Before taking photos for counting and documentation of representative wells, all plates were labelled and washed five times with 1% acetic acid. The number of all colonies (with a size of 1 mm ore more) was counted manually with assistance from ImageJ from pictures taken from whole wells. Colonies growing close to each other and merging with each other were counted as one colony.

### 2.8. Flow Cytometry

For detection of cell cycle phase distribution by flow cytometry, WPMY-1 cells (10^5^ cells/well) were grown overnight in 6-well plates. Subsequently, the medium was replaced by a serum-free medium, and cells were preincubated with and without MK-0677 (100 nM). After 24 h or 48 h, preincubation media were removed; cells were rinsed with PBS for harvesting, fixed with ethanol, and centrifuged (500 g, 5 min). Pellets were suspended in 1 ml of precooled PBS for 1 min, centrifuged (500 g, 5 min), and suspended in 200 *μ*l RNase staining solution containing propidium iodide (PI) (Abcam, Cambridge, UK), which was added to each individual tube. Fluorescence was measured by flow cytometry using a FACSCalibur (Beckton Dicksinson, Franklin Lake, NJ, USA). Suitable forward scatter (FSC) vs. side scatter (SSC) was established to exclude debris and cell aggregates, and PI fluorescence signals in the FL2 channel using 488 nm laser illumination were collected. For each tube, the third-party Mod Fit LTTM software (Verity Software House, Torpsham, ME, USA) was used for data acquisition (1 × 10^4^ events for each sample) and for analysis. Markers were set up on a histogram plot to delineate <2N, 2N (G1 stage), 2N-4N (DNA synthesis), 4N (mitotic), and >4N intensity regions. Results were expressed as % of cells in different phases.

### 2.9. EdU Assay

5-Ethynyl-2′-deoxyuridine (EdU) assay in MK0677- or solvent-stimulated WPMY-1 cells was performed as previously described using the “EdU-Click 555” cell proliferation assay (Baseclick, Tutzing, Germany) [18]. Results were expressed as % of proliferating cells from the whole examined population.

### 2.10. CCK-8 Assay

Viability of MK0677 in WPMY-1 cells was assessed as previously described using the cell counting kit 8 (CCK-8) (Sigma-Aldrich, St. Louis, MO, USA) [18]. Results were expressed as means of the optical density from all independent experiments.

### 2.11. Data and Statistical Analysis

Data are presented as means ± standard deviation (SD) with the indicated number (*n*) of independent experiments. Wherever this was feasible, all single values from all independent experiments or all samples are shown together with means. Statistical analyses were performed by nonparametric tests, with the exception for group comparisons in frequency and concentration response curves, where a Gaussian distribution may be assumed (2-way ANOVA). For comparison of paired groups from datasets containing two groups, the Wilcoxon Rank Sum test was applied. For comparison of datasets containing three related, correlating groups, the Friedman test was used. If the test was significant, a nonparametric post hoc test (Stepwise Stepdown Multiple Comparisons) was used for multiple comparisons, i.e., to locate which pairs are different. For comparison of datasets containing three unrelated, unpaired (i.e., independent) groups, 1-way ANOVA was applied. If the test was significant, Fisher's Least Significant Difference (LSD) test was used for multiple comparisons, i.e., to compare two groups within the dataset of three groups. All tests were performed using SPSS® version 20 (IBM SPSS Statistics, IBM Corporation, Armonk, New York, USA). *p* values < 0.05 were considered statistically significant. The present study and analyses were designed to be exploratory, but not designed to test a prespecified statistical null hypothesis. Therefore, *p* values reported here should be considered as descriptive and not as hypothesis testing. All groups included in the statistical analyses were based on five or more independent experiments, so that minimum group size subjected to statistical tests was *n* = 5, and all groups being compared with each other by statistical tests showed identical group sizes. In fact, despite the explorative design, the preplanned group sizes were *n* = 5 for cell culture experiments, and *n* = 5 or higher for other experiments, if the application of statistical analysis for descriptive *p* values was intended. Microarray analyses were based on group sizes of *n* = 3, so that no statistical tests were applied to these data. Series of organ bath experiments were finished as soon as meaningful results (with a descriptive *p* value < 0.05) were obtained with group sizes of *n* = 5 or more, according to previous recommendations [19, 20]. Considering validation of microarray-identified genes in human prostate tissues, the sample size of 12 was chosen for technical reasons, together with the availability of prostate tissues. No data or experiments were excluded from analyses. Spearman's correlation analysis was performed using GraphPad Prism 6 (Statcon, Witzenhausen, Germany). No correlation analyses were performed but not reported, e.g., because correlations lacked statistical significance.

### 2.12. Materials, Drugs, and Nomenclature

MK0677 (2-amino-N-[(1R)-2-[1,2-dihydro-1-(methylsulfonyl)spiro[3H-indole-3,4′-piperidin]-1′-yl]-2-oxo-1-[(phenylmethoxy)methyl]ethyl]-2-methylpropanamide methanesulfonate) and L-692,585 (3-[[(2R)-2-hydroxypropyl]amino]-3-methyl-N-[(3R)-2,3,4,5-tetrahydro-2-oxo-1-[[2′-(1H-tetrazol-5-yl)[1,1′-biphenyl]-4-yl]methyl]-1H-1-benzazepin-3-yl]-butanamide) are nonpeptide ghrelin receptor agonists. Stock solutions were prepared in DMSO and stored at -20°C until used. Aqueous stock solutions of noradrenaline and the *α*_1_-adrenoceptor agonist phenylephrine were freshly prepared before each experiment. MK0677 and L-692,858 were obtained from Tocris (Bristol, UK), and noradrenaline and phenylephrine were obtained from Sigma-Aldrich (Munich, Germany).

## 3. Results

### 3.1. Effects of Ghrelin on Prostate Size

BPH and prostate enlargement in rats can be induced by castration and subsequent testosterone supplementation (four weeks), which was aggravated by application of ghrelin (Figure 1(a)). Two weeks after oral ghrelin or vehicle treatment, body weights in ghrelin-treated BPH rats were higher compared to the vehicle group (365 ± 40 g vs. 320 ± 37 g). This was paralleled by increased prostate wet weight (1.03 ± 0.096 g vs. 0.81 ± 0.086 g) and higher prostate body weight ratio in the ghrelin group compared to the vehicle group (2.85 ± 0.31 × 10^−3^ vs. 2.54 ± 0.24 × 10^−3^) (Figure 1(b)).

### 3.2. Effects of Ghrelin on Gene Expression in Rat Prostates

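The arrays covered prostates of 9 rats, 3 from each of 3 groups: sham-operated rats, castrated rats given dihydrotestosterone (3 mg/kg daily for 4 weeks; BPH), and rats given the same treatment and oral ghrelin (20 nmol/kg daily for 2 weeks; BPH+ghrelin). The study kept 8 rats per group. Which 3 of them were used is not stated, and the legend of Figure 1 gives another dose and route of ghrelin. For each of 44254 spots, the authors deposited the scanner's signal after subtraction of the background, as an intensity that was not normalized between arrays. Outlier spots (313 to 741 per array) were removed, and the spots of 1 probe were averaged. The log2 values of 30356 probes were then quantile normalized over the 9 arrays, which is the normalization named in the methods. Of these probes, 17998 (59.3%) were matched by accession to 15163 gene symbols (RefSeq genes of assembly GRCr8), and the others kept their accession or probe number. The median raw signal ranged from 40.9 (sham replicate 2) to 133 (BPH replicate 1), and no spot was saturated. On sham replicate 2, 61.4% of the probes were well above background, compared to 69.5% to 75.05% on the other 8 arrays. A gene was compared if its probe was well above background on at least 3 of the 6 arrays compared. The groups were compared with limma, with Benjamini-Hochberg adjustment over the genes tested.

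The 3 BPH arrays and BPH+ghrelin replicate 1 shared 1 slide. BPH+ghrelin replicates 2 and 3 shared another slide with sham replicates 1 and 2, and sham replicate 3 was alone on the third. In each group, 1 array lay between the other 2 at more probes than the 33.3% that chance gives: BPH replicate 2 at 70.5%, BPH+ghrelin replicate 2 at 68.2% and sham replicate 3 at 72.7% of 22568 probes. This was looked at only after the values had been seen.

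**Figure D1:**
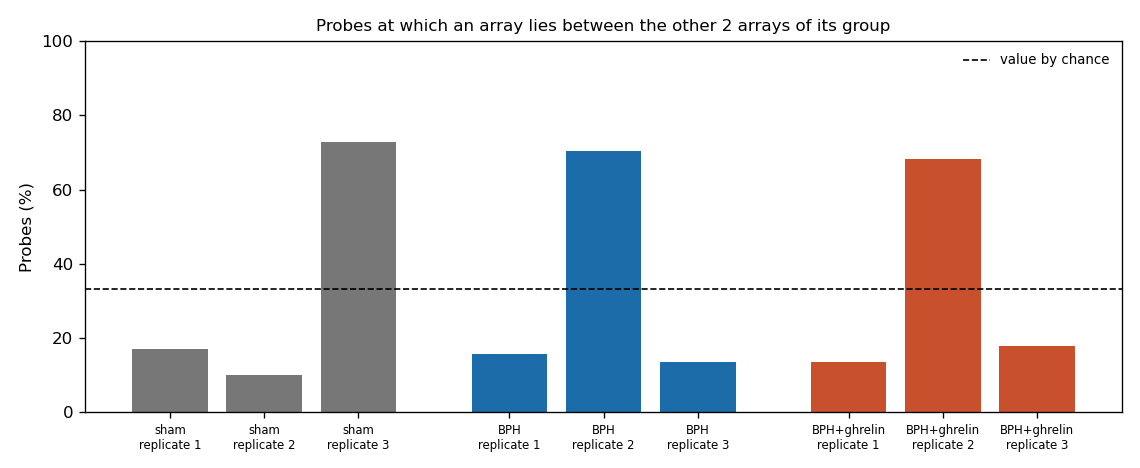
Percentage of probes at which each array lies between the other 2 arrays of its group, for sham, BPH and BPH+ghrelin (3 rats each), with the value by chance as a dashed line. In each group, 1 array is above the line and the other 2 are below it.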

By microarray, we analyzed the effects of ghrelin on gene expression in prostates of rats with testosterone-induced BPH. The expression of 893 mRNAs was altered by ghrelin. 

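Of 19749 genes tested in BPH+ghrelin against BPH, 293 had an adjusted p under 0.05 (limma), of which 98 were higher and 195 lower in BPH+ghrelin. An unadjusted p under 0.05 was found for 4172 genes, for 2316 of them together with a difference of at least 1.5-fold, and for 890 together with a difference of at least 2-fold. The 3 arrays of one group did not overlap with the 3 of the other for 39.2% of the genes. Chance gives 10% for independent arrays, and more where 1 array of a group lies between the other 2, and the p values assume independent arrays as well. The number of genes at an adjusted p under 0.05 depended on single arrays. It was 3 without BPH replicate 2, 7 without BPH+ghrelin replicate 2, 9 without BPH replicate 1 and 400 without BPH replicate 3. It also depended on the model: it was 2101 when sham was left out of normalization and fit, and 17 with replicate number as a block. With slide as a block in the model, 2 genes had an adjusted p under 0.05 and 1949 an unadjusted p under 0.05. In this fit the difference rests on BPH+ghrelin replicate 1 alone, the only BPH+ghrelin array on the slide of the BPH arrays. With 1 array in that group, the fall in calls cannot show an effect of slide.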

258 mRNAs represent genes, which were upregulated 1-fold or more by ghrelin (i.e., showing values 2-fold of controls). 

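By fold change alone, 573 genes were at least 2-fold higher in BPH+ghrelin than in BPH, and 415 of these had an unadjusted p under 0.05 in limma. Among all settings, this number was lowest (73) with normexp background correction, whose offset of 50 shrinks folds of dim probes, and highest (1005) without the filter on dim probes. The 5 genes with a symbol and the largest fold among those at an adjusted p under 0.05 and without overlap between the arrays of both groups were Gal and Them5, which are among the genes the study selected, and Nr1i2 (log2 fold change 2.00, standard error 0.23, adjusted p 0.0160), Ccdc125 (1.64, standard error 0.16, adjusted p 0.0113) and Abcb9. The latter was at least 1.82-fold higher, as its probe was well above background on 3 of 3 BPH+ghrelin and 0 of 3 BPH arrays. With 1 array left out in turn, the adjusted p stayed under 0.05 in 3 of 6 fits for Nr1i2 and Ccdc125 and in 1 of 6 for Gal, Them5 and Abcb9, and it was lost without BPH replicate 2 in each of these 5 genes. This array lay between the other 2 BPH arrays at most probes, so that its removal raises the spread by construction. Without it, Gal was 11.3-fold and Them5 4.09-fold higher.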

From these genes being upregulated at least 1-fold by ghrelin, 68 are genes for which a regulation of growth may be assumed, 15 are genes for which a role in regulation of smooth muscle contraction may be assumed, and 31 are genes for which a role in metabolism may be assumed (Figure 1(c)). 

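Independently of the study's assignment, lists of genes fixed in advance were compared between BPH+ghrelin and BPH. Of 40 cell cycle genes, 34 could be tested. Of these, 33 were higher in BPH+ghrelin, 22 at least 2-fold, with a median log2 fold change of 1.32, and 2 had an adjusted p under 0.05 in limma. The list includes Ttk, Foxm1 and Ccne1, which the study selected on these arrays. The set test (camera with preset correlation) gave an adjusted p of 7.8e-13 over 10 lists, which was 0.0647 with fry and 0.469 with camera and estimated correlation. The median was moved most by normexp background correction, to 0.80. Per array, the median deviation of the list from the mean of all 9 arrays was 1.38, 1.05 and 0.66 in BPH+ghrelin, and -1.04, -0.17 and 0.52 in BPH. Of 32 genes of lipid metabolism, 30 could be tested. Of these, 15 were higher, 2 at least 2-fold higher and 5 at least 2-fold lower, with a median of 0.01 (camera, adjusted p 0.816), which turned negative under some settings. The 2 genes at least 2-fold higher are Them5 and Slc10a6, which the study selected on these arrays.

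**Figure D2:**
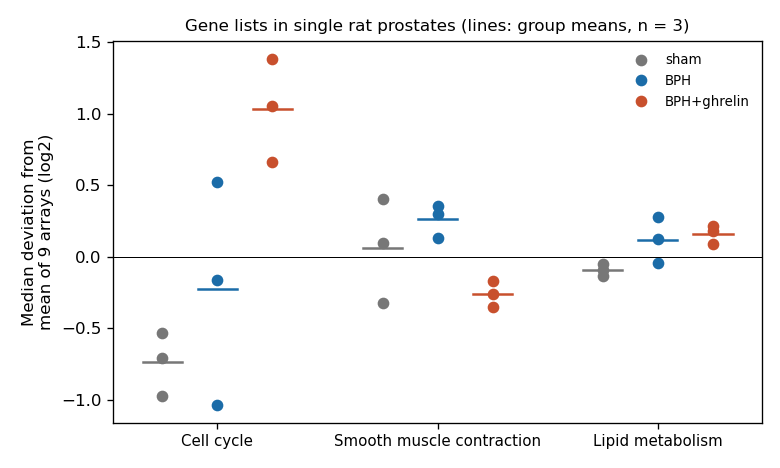
Median deviation of the genes of 3 lists from the mean of the 9 arrays (log2) in single prostates of sham, BPH and BPH+ghrelin rats, with lines as group means (n = 3). The cell cycle list is higher in BPH+ghrelin than in BPH on each array, the smooth muscle contraction list is lower, and the lipid metabolism list overlaps.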

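Lower by at least 2-fold in BPH+ghrelin than in BPH were 632 genes, of which 475 had an unadjusted p under 0.05 in limma. The 5 genes with a symbol and the strongest decrease among those at an adjusted p under 0.05 were Sult1c2a (log2 fold change -6.12, standard error 0.90, adjusted p 0.0256), Krt23 (-3.84, standard error 0.60, adjusted p 0.0301), Mug1l1 (-2.54, standard error 0.42, adjusted p 0.0368), B3galt5 (at least 4.57-fold lower) and Anks4b (at least 1.89-fold lower). The probes of B3galt5 and Anks4b were well above background on 0 of 3 BPH+ghrelin arrays, and those of Sult1c2a, Krt23 and Mug1l1 on 1 of 3. The size of the latter 3 decreases is therefore uncertain. With normexp their log2 fold changes were -1.84, -0.82 and -0.37, and the other probe of Sult1c2a gave 0.0808-fold. The log2 fold changes of B3galt5 and Anks4b with normexp were -0.46 and -0.24. With 1 array left out in turn, only Anks4b kept an adjusted p under 0.05 in 6 of 6 fits. Sult1c2a, Krt23 and Mug1l1 kept it in 2 of 6, and B3galt5 in 0 of 6, and each of these 4 genes lost it without BPH replicate 2. The removal of this middle array raises the spread by construction.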

385 of the altered mRNAs represent genes, which were downregulated to 2-fold or less by ghrelin. From these genes being downregulated 1-fold or more by ghrelin, 44 are genes for which a regulation of growth may be assumed, 43 are genes for which a role in the regulation of smooth muscle contraction may be assumed, and 35 are genes for which a role in metabolism may be assumed (Figure 1(c)). 

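Of 32 genes of smooth muscle contraction, 27 could be tested. Of these, 23 were lower in BPH+ghrelin than in BPH, 4 of them at least 2-fold and 2 with an adjusted p under 0.05 in limma, while 4 were higher and none of the 27 was at least 2-fold higher. The median log2 fold change was -0.55 (adjusted p 1.6e-06 with camera, 0.0326 with fry and 0.302 with camera and estimated correlation). The list includes Rhoa, Cnn1 (calponin) and Adra1a, Adra1b and Adra1d, subtypes of the *α*_1_-adrenoceptors. Rhoa was lower (-0.61, standard error 0.17, adjusted p 0.107), as was Adra1d (-0.92, standard error 0.32, adjusted p 0.164), while Adra1b was higher (0.39, standard error 0.20, adjusted p 0.297). In these 3 genes the arrays of both groups did not overlap, but none of the 3 passed the adjusted threshold in limma. Cnn1 (-0.36) and Adra1a (0.02) overlapped between the groups.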

Remaining mRNAs were altered less than 2-fold, or a primary function in growth, proliferation, or metabolism was not assumed from research in databases (Figure 1(c)).

### 3.3. Correlation of Ghrelin-Regulated Genes with BPH and GHSR Expression in Human Prostates

Findings from microarray analyses of rat prostates were verified in human prostate tissues obtained from radical prostatectomy. In these tissues, we analyzed mRNA of twelve selected genes from all three categories, which were identified by microarray (Table 1) together with mRNA for GHSR and prostate-specific antigen (PSA), which increases with degree of BPH [18, 21]. 

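Of these 12 genes, 11 had a probe that could be named and tested in the rat arrays. In BPH+ghrelin against BPH, 10 of the 11 were at least 2-fold higher, with each BPH+ghrelin array above each BPH array. Still, 3 arrays against 3 cannot give a two-sided exact permutation p under 0.1. In limma, 3 of the 11 had an adjusted p under 0.05 over all genes tested, and 9 when adjusted over the list alone. The latter is not independent evidence, as the study chose the list on these arrays. The number at least 2-fold higher was lowest with normexp background correction (4 of 11). Under an adjusted p of 0.05 over all genes, the 3 calls depended on single arrays. Without BPH replicate 1, BPH replicate 2, BPH+ghrelin replicate 1 or BPH+ghrelin replicate 2, 0 of 11 genes passed. In each of these fits, 9 genes had an unadjusted p under 0.05. The calls also depended on the processing and went both ways. The number passing was 5 without BPH replicate 3, with normexp, and with the processed values deposited by the authors. It was 7 when sham was left out of normalization and fit. It was 1 without BPH+ghrelin replicate 3 or without the filter on dim probes, and 0 with replicate number as a block. Slide as a block leaves only BPH+ghrelin replicate 1 in the comparison and cannot test these calls. The log2 fold changes in that fit were 2.99 for Gal, 1.78 for Foxm1 and 2.23 for Them5. From an increase by ghrelin together with an assumed function in 1 of its categories, the paper selected these genes for human tissues and cultured stromal cells, and it proposes that they have roles in contraction, growth or metabolism.

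**Figure D3:**
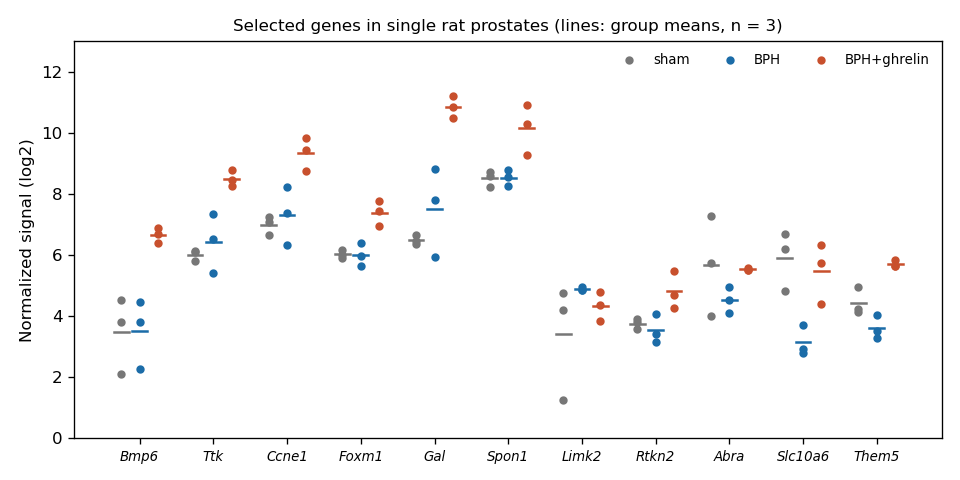
Quantile-normalized log2 signal of the 11 selected genes that could be tested, in single prostates of sham, BPH and BPH+ghrelin rats, with lines as group means (n = 3). Each gene but Limk2 is higher on each BPH+ghrelin array than on each BPH array.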

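Among the genes selected for contraction, Gal showed the strongest increase in BPH+ghrelin over BPH (log2 fold change 3.34, standard error 0.62, 10.2-fold, limma adjusted p 0.0449), and its other probe gave 9.93-fold. The size depended on single BPH arrays, as it was 5.92-fold without BPH replicate 1 and 16.1-fold without BPH replicate 3. Rtkn2 was 2.41-fold higher (1.27, standard error 0.33, adjusted p 0.0952). Abra was 2.03-fold higher (1.02), with a standard error of 0.69 and an adjusted p of 0.417. This standard error is from the fit with 3 groups, where the log2 signal of Abra in sham was 4.01, 7.26 and 5.73. Among the alternatives, Abra passed the adjusted threshold only with the 6 arrays compared (log2 fold change 1.04). Limk2 was not increased: its log2 fold change was -0.56 (standard error 0.79, 0.679-fold, limma adjusted p 0.710), and each BPH+ghrelin array was below each BPH array. This standard error also includes sham, where the log2 signal of Limk2 was 4.75, 1.26 and 4.21. The probe of Limk1 was 2.41-fold higher, close to the 2.432-fold that Table 1 gives for LIMK2. No probe could be named for Arhgef4.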

Selected genes of the category “smooth muscle contraction” may be associated with regulation of RhoA or monomeric GTPases in general (*ARHGEF4*, *ABRA*), contraction-mediating kinases (*RTKN2*, *LIMK2*), cytoskeleton organization (*ABRA*), neurotransmission (*GAL*), or adhesion and extracellular matrix (*SPON1*). Selected genes of the category “growth” may be involved in proliferation (*TTK*, *CCNE1*, and *FOXM1*) or may be a growth factor (*BMP6*). 

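In BPH+ghrelin against BPH, the log2 fold change was 2.07 for Ttk (standard error 0.42, 4.20-fold, limma adjusted p 0.0571), 2.04 for Ccne1 (standard error 0.47, 4.13-fold, adjusted p 0.0737) and 1.39 for Foxm1 (standard error 0.25, 2.62-fold, adjusted p 0.0430). For Bmp6 it was 3.15 (standard error 0.69, 8.86-fold, adjusted p 0.0674), with a probe well above background on 2 of 3 BPH arrays. In BPH, the log2 signal of Ttk was 5.43, 6.54 and 7.33 on the 3 arrays, and that of Bmp6 was 4.46, 3.80 and 2.27, while it was 8.27 to 8.79 and 6.40 to 6.89 in BPH+ghrelin.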

Double functions and categorization to “growth” in addition to “smooth muscle contraction” appear feasible for *SPON1*, which may be involved in the regulation of proliferation besides extracellular matrix formation. 

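Spon1 was 3.08-fold higher in BPH+ghrelin than in BPH (log2 fold change 1.62, standard error 0.37, limma adjusted p 0.0740). Its other probe gave 2.90-fold.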

Identified genes of the category “metabolism” (*SLC10A6*, *THEM5*) may be involved in fat metabolism, sugar transport, or lipid regulation. 

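Them5 was 4.27-fold higher in BPH+ghrelin than in BPH (log2 fold change 2.09, standard error 0.26, limma adjusted p 0.0180), and Slc10a6 was 5.01-fold higher (2.33, standard error 0.60, adjusted p 0.0950), with a probe well above background on 2 of 3 BPH arrays. In BPH against sham, Slc10a6 was lower (log2 fold change -2.74, standard error 0.60, adjusted p 0.0458), a call kept in 1 of 6 fits with 1 array left out and lost with slide as a block. The latter gave Slc10a6 a log2 fold change of -0.70 in this comparison, whose groups share no slide, and of 1.23 in BPH+ghrelin against BPH. Them5 did not pass the adjusted threshold (-0.82, standard error 0.26, adjusted p 0.102).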

For 11 of the 12 selected genes, mRNA levels correlated positively with GHSR mRNA in human prostate tissues (*R* > 0.5) (Table 2). Positive correlation with PSA was only suggested for two of these genes (Table 2). Consistently, no correlation was evident between GHSR and PSA mRNAs following detection by RT-PCR, neither for *ΔΔ*CP values nor for –log*ΔΔ*CP values (*R* = 0.164 for *ΔΔ*CP, *R* = 0.151 for -log *ΔΔ*CP) (Figure 2(a)). Plotting of –log*ΔΔ*CP suggested two groups of samples, i.e., one with stable and high GHSR mRNA levels despite varying content of PSA mRNA and another with GHSR mRNA levels increasing with PSA mRNA (Figure 2(a)). The validity of variation of these values was confirmed by the low variation of Ct values for GAPDH, which was used as reference (Figure 2(b)).

### 3.4. MK0677-Induced Gene Expression in WPMY-1 Cells

Ghrelin-dependent regulation of selected genes identified by microarray analyses of rat prostates (Table 1) and showing correlation with GHSR expression in human prostates was examined by RT-PCR in WPMY-1 cells. WPMY-1 is an immortalized cell line from human prostate stroma, which may express GHSR, and shows a smooth muscle cell-like phenotype including the expression of the smooth muscle marker calponin, but lacking cytokeratin expression [22, 23]. Stimulation with the GHSR agonist MK0677 induced upregulation (resulting in mRNA levels 1.1-fold or more of unstimulated controls) of 10 from 12 examined genes, including two of the category “growth” (*BMP6*, *CCNE1*), two of the category “metabolism” (*SLC10*, *THEM5*), and at least four of the category “smooth muscle contraction” (*GAL*, *SPON1*, *LIMK2*, and *ABRA*) (Figure 3(a)). Similar results were obtained for *LIMK1*, which was not selected based on microarray, but recently suggested to promote human prostate smooth muscle contraction (Figure 3(a)) [20]. Ct values for GAPDH, which was used for reference (housekeeping), were not changed by stimulation with MK0677 (average Ct 15.37 ± 1.488 in controls, 15.45 ± 1.699 in MK0677-stimulated cells) (Figure 3(c)).

### 3.5. MK0677-Induced Proliferation of WPMY-1 Cells

Proliferation of WPMY-1 cells was assessed using several readouts (Figures 2 and 3). Stimulation with MK0677 (100 nM, 24 h) increased the mRNA levels of three proliferation markers (Cdk4, cyclinD1, and Ki-67) (Figure 3(b)). Proliferation was confirmed by plate colony assay (Figure 4(a)) and EdU assay (Figure 4(b)), where MK0677 induced proliferation. Promotion of cell cycle was again demonstrated by flow cytometry, which suggested increased fractions of cells in the G2/M phase and decreased fractions of cells in the G1 phase following stimulation with MK0677 (Figure 5(a)). In line with the MK0677-induced proliferation, CCK-8 assays demonstrated that MK0677 does not induce cytotoxic effects but rather increases the viability of WPMY-1 cells (Figure 5(b)).

### 3.6. Effects of GHSR Agonists on Human Prostate Smooth Muscle Contraction

Effects of GHSR agonists on contractions of human prostate strips were assessed by myographic measurements. L-692,585 enhanced contractions induced by electric field stimulation, which are mediated by adrenergic neurotransmission (Figure 6(a)). This was confirmed by changed settings, where L-692,585 and MK0677 enhanced noradrenaline- and phenylephrine-induced contractions (Figures 6(b) and 6(c)). *E*_max_ values, which were calculated by curve fitting for each separate experiment and group (Figure 6), confirm the increases of EFS-, noradrenaline-, and phenylephrine-induced contractions by L-692,585 and MK0677 seen in concentration- and frequency-response curves. L-692,585 and MK0677 were without effects of EC_50_ values of noradrenaline and phenylephrine (Figure 6).

## 4. Discussion

Our findings demonstrate that GHSR activation promotes prostate growth and prostate smooth muscle contraction in BPH, being imparted by genomic and nongenomic GHSR effects. Consequently, ghrelin may aggravate prostate enlargement, prostate smooth muscle tone, and finally urethral obstruction in patients with BPH. This may take place independent from the degree of BPH, so that ghrelin may deteriorate hyperplastic growth and bladder outlet obstruction in addition to BPH, e.g., in patients with BPH and metabolic syndrome. This may represent a mechanism explaining the association of metabolic syndrome with BPH and/or LUTS, which was previously evidenced by epidemiologic studies.

A main finding of our study is that treatment with ghrelin increased prostate size in rats with experimentally induced BPH. In BPH, prostate enlargement and increased prostate smooth muscle tone may both contribute to urethral compression and symptoms due to impaired bladder emptying [1]. By microarray, we identified genes, which were upregulated by ghrelin in prostates of rats with BPH and for which a role in smooth muscle contraction and proliferation may be assumed. We validated these findings (1) in cultured stromal cells, where expression of most of these genes was upregulated by GHSR activation, and (2) in human prostate tissues, where expression levels of most of these genes correlated with GHSR expression. Interestingly, a correlation with PSA expression or a correlation of GHSR expression with PSA content was not observed in human prostate tissues, leading to the conclusion that ghrelin actions may occur independently from the degree of BPH in the (hyperplastic) prostate. We assume that ghrelin may not necessarily cause BPH itself. Rather, our findings suggest that it may aggravate BPH and the factors underlying LUTS suggestive of BPH. Thus, in patients with BPH, increased GHSR activity and/or metabolic syndrome may increase the risk for progression of BPH. Finally, our data may point to two groups with different relationships between GHSR expression and BPH, although an overall correlation was not observed. Thus, an allocation to groups with stable, high GHSR expression despite varying PSA on the one hand and with a GHSR expression increasing with PSA on the other hand appears possible. Confirming and characterization of these relationships should be a subject of future studies and require higher sample sizes as in our explorative study.

Our findings suggest that GHSR activation may promote prostate smooth muscle contraction by genomic actions and nongenomic actions. Thus, ghrelin-induced upregulation of procontractile genes was paralleled by increases of smooth muscle contraction in the organ bath following short-time exposure of human prostate strips to GHSR agonists. It appears possible that both can take place in vivo, where increased prostate smooth muscle tone is a major factor contributing to urethral obstruction and LUTS suggestive of BPH [24, 25]. We observed similar results using different GHSR agonists (MK0677, L-692,585) and different *α*_1_-adrenoceptor agonists (phenylephrine, noradrenaline), so that these different settings may confirm each other. In the prostate, adrenergic neurotransmission causes smooth muscle contraction by activation of postsynaptic *α*_1_-adrenoceptors. Accordingly, neurogenic contractions induced by EFS were enhanced as well by L-692,585. It has previously been shown that MK0677 and L-692,585 may both activate phospholipase C followed by inositol-1,4,5-trisphosphate production and may induce calcium mobilization [26–29]. Both processes mediate smooth muscle contraction in the prostate [1]. Consequently, it appears possible that MK0677 and L-692,585 promoted *α*_1_-adrenergic contractions of prostate strips by these pathways.

In WPMY-1 cells, MK0677-induced proliferation was confirmed by different readouts. Ghrelin-mediated proliferation has been well-documented for different cell types [6, 7]. Regarding smooth muscle cells outside the prostate, effects of ghrelin on proliferation and cell cycle have been reported for vascular smooth muscle cells, although with conflicting results. Several studies pointed to an inhibition of proliferation by ghrelin in vascular smooth muscle cells, which may oppose our findings in WPMY-1 cells [30–32]. Other findings may suggest the opposite, as ghrelin inhibited apoptosis of vascular smooth muscle cells, and mice with GHSR deficiency showed reduced numbers of smooth muscle cells in the neointima of arteries with wire-induced injury [31, 33]. Together, our data suggest that ghrelin promotes growth of prostate cells, which is supported by cell culture experiments and in vivo using a rat model with experimentally induced BPH.

Our findings in isolated tissues and cell culture were obtained using small molecule GHSR agonists. MK0677 and L-692,585 were developed as orally available, potent growth hormone secretagogues. Both compounds resulted from optimization of preceding lead compounds to induce growth hormone release in rat pituitary cell assays, where MK0677 showed an EC_50_ of 1.3 nM and L-692,585 of 3 nM [34, 35]. Oral availability of MK0677 and L-692,585 was first confirmed in dog models [36–38]. Following the discovery of the GHSR, both compounds were identified as agonists of this receptor. MK0677 activates GHSR-coupled pathways and induces GHSR-mediated effects with EC_50_ values in the nanomolar range (0.2-1.4 nM) [27]. In contrast to their efficacies in the nanomolar range, receptor binding may differ between MK0677 and L-692,585. MK0677 was identified as a competitive receptor agonist, while L-692,585 may act by mixed mechanisms including a strong allosteric component of action [27, 28]. Thus, Ki values of 6.5 nM for MK0677, but of 2.5 *μ*M for L-692,585, were reported from ghrelin competition assay [27, 28]. GHSR binding of MK0677 and activation of receptor-coupled signaling pathways have been intensively studied. With regard to receptor binding, affinity, potency, and signaling activation, MK0677 strongly resembles endogenous acyl-ghrelin, probably much more than other nonpeptide GHSR agonists do [27, 39, 40]. Obviously, GHSR1a is currently the only known target for MK0677. In fact, MK0677 does not bind the splice variant GHSR1b [41]. On the other hand, binding to other G protein-coupled receptors has to the best of our knowledge not been examined. However, as MK0677 activates the GHSR with a very similar behaviour than ghrelin peptides, most of its effects may be mediated by this receptor.

Considering our findings suggesting aggravation of prostate growth, stromal cell proliferation, and smooth muscle contraction by ghrelin, it appears possible that patients with BPH/LUTS may profit from ghrelin management. The tolerability of several small molecule GHSR ligands has been confirmed in clinical studies [6]. Most promising may be inverse agonists, as the efficacy of pure antagonists is limited by high intrinsic GHSR activity [6, 42, 43]. It may be anticipated that GHSR antagonism (or inverse agonism, respectively) reduces prostate enlargement and smooth muscle tone simultaneously, so that clinical studies with inverse agonists may be attractive in patients with LUTS suggestive of BPH. Cardiovascular side effects of *α*_1_-blockers resulting from vasorelaxation often limit medical therapy and may account for discontinuation rates up to 65% 12 months after first prescription [2, 44]. Ghrelin peptides or GHSR agonists do not show hemodynamic effects or induce hypotension, so that adverse events similar to those of *α*_1_-blockers may not be expected from inverse GHSR antagonists [45–47]. Currently, combination therapies with 5*α*-reductase inhibitors and *α*_1_-blockers are required to address prostate enlargement and symptoms at once [2]. From GHSR antagonists or inverse agonists, both may be expected at once. Novel medications are of high demand, considering the insufficient efficacy of current options, high discontinuation rates, and the foreseeable rise in patients' numbers. The ghrelin system and other metabolic hormones merit further consideration in the context of LUTS suggestive of BPH.

## Figures and Tables

**Figure 1:**
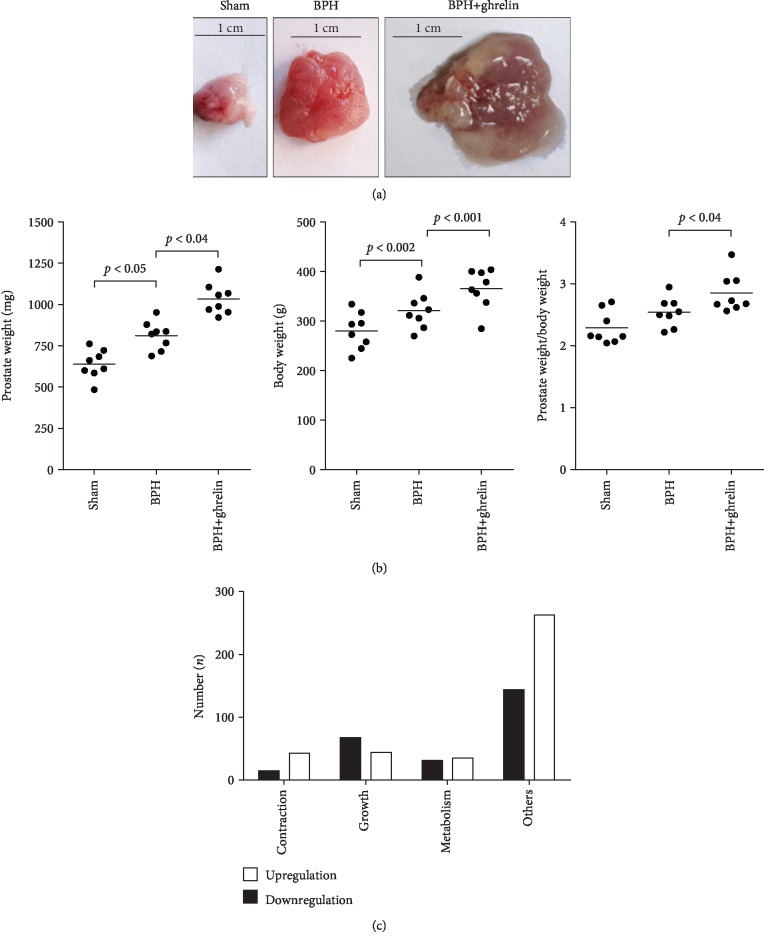
Ghrelin-induced regulation of prostate size and gene expression in rats with testosterone-induced BPH. (a) Testosterone supplementation (3 mg/kg b.w., s.c., daily) for four weeks induces prostate enlargement in rats (compare sham with BPH), which was aggravated by ghrelin (10 *μ*g/kg body weight, i.p., 14 d) (representative images, *n* = 8 rats/group). (b) Prostate weight, body weight, and the ratio of prostate and body weight in sham-treated, BPH, and ghrelin-treated BPH rats. Shown are data of all rats from a series including *n* = 8 rats/group and descriptive *p* values (Friedman two-way ANOVA by ranks). (c) Numbers and functions of ghrelin-regulated genes in prostates from rats with testosterone-induced BPH, identified by microarray analysis (*n* = 3 rats per group, i.e., BPH rats treated with ghrelin or vehicle). Putative function of genes, which were up- or downregulated 1-fold or more by ghrelin, was checked by research in databases. Subsequently, genes were sorted to indicated categories.

**Figure 2:**
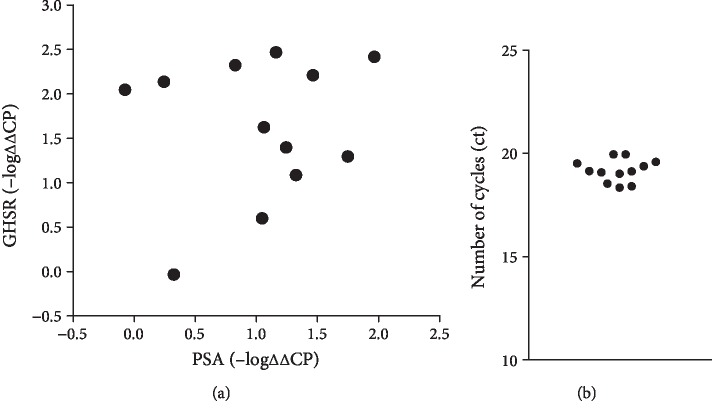
GHSR detection in human prostate tissue. (a) Correlation analysis for GHSR mRNA with PSA mRNA (-log*ΔΔ*CP), following RT-PCR of human prostate tissues. (b) Ct values for GAPDH, single values from all prostates included to this analysis.

**Figure 3:**
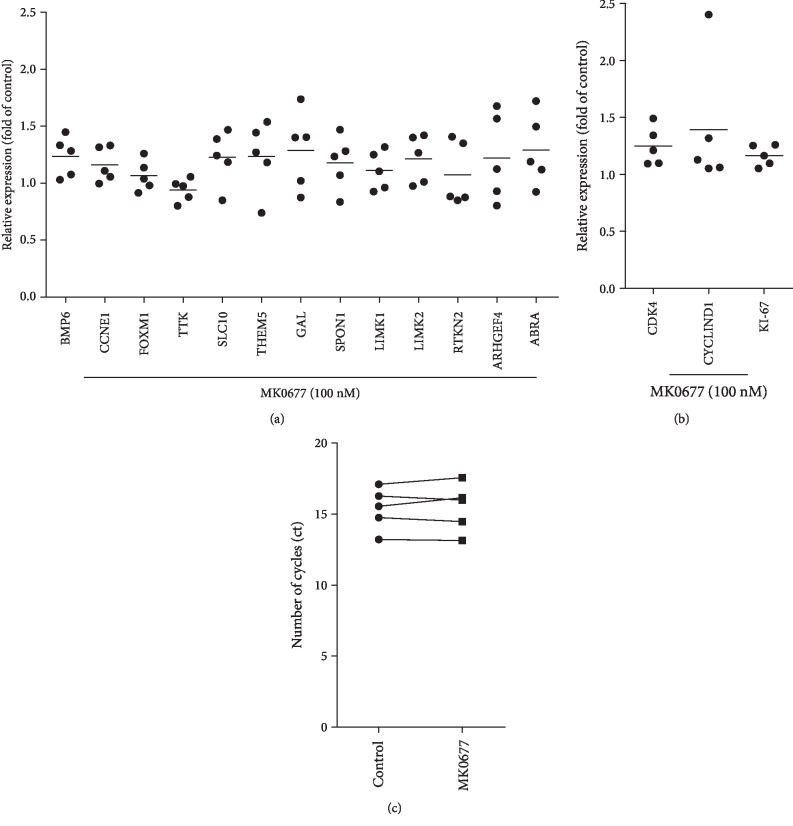
Effects of MK0677 on mRNA expression of selected genes in WPMY-1 cells. (a) Effects of MK0677 (24 h, 100 nM) on mRNA levels of genes selected from microarray in WPMY-1 cells, assessed by RT-PCR. Shown are relative expression levels compared to unstimulated controls (normalized to mean of controls, which is 1) (single values of stimulated samples, from each of five independent experiments, and mean for each gene as bar). (b) Effects of MK0677 (24 h, 100 nM) on mRNA levels of proliferation markers in WPMY-1 cells, assessed by RT-PCR. Shown are relative expression levels compared to unstimulated controls (normalized to mean of controls, which is 1) (single values of stimulated samples, from each of five independent experiments, and mean for each gene as bar). (c) Ct values for GAPDH in cells with and without (control) stimulation with MK0677 (24 h, 100 nM) (single values of samples from each of five independent experiments, with paired samples from each independent experiment connected by a line).

**Figure 4:**
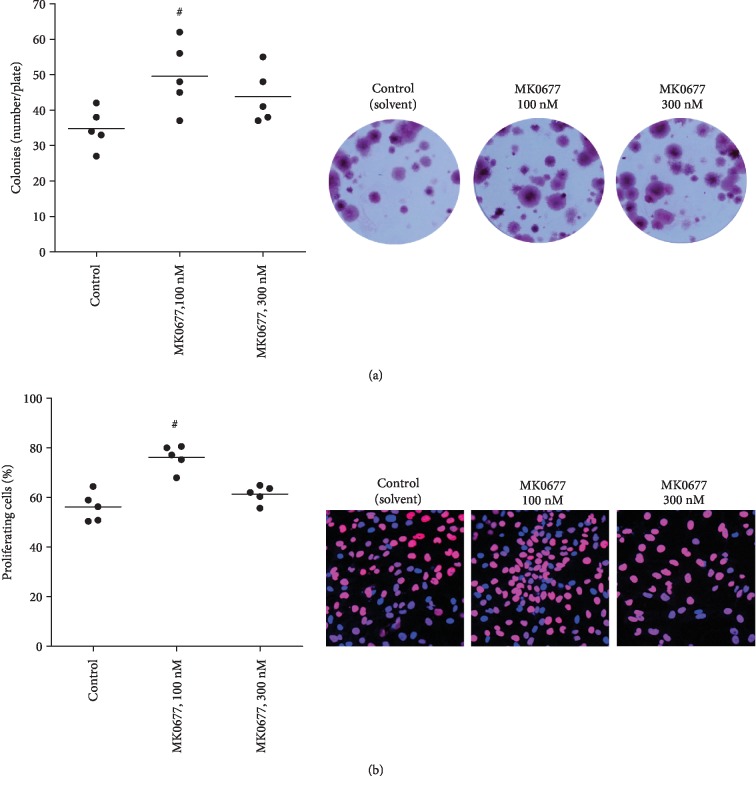
Effects of MK0677 on proliferation in WPMY-1 cells. (a) Effects of MK0677 (14 d) in plate colony assay (single values from each of five independent experiments, with mean for each gene as bar, and representative plates) (^#^*p* < 0.04 vs. control after Friedman two-way ANOVA by ranks). (b) Effects of MK0677 (24 h) on proliferation, assessed by EdU assay (single values from each of five independent experiments, with mean for each gene as bar, and representative images) (^#^*p* < 0.02 vs. control after Friedman two-way ANOVA by ranks).

**Figure 5:**
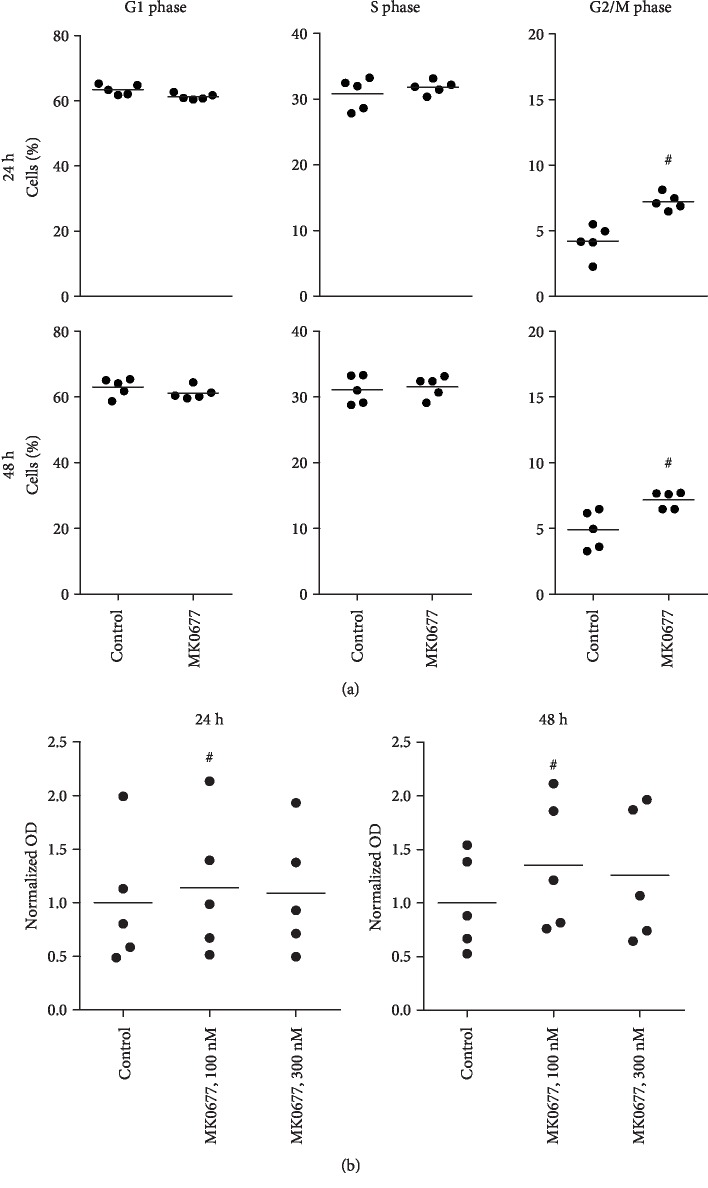
Effects of MK0677 on cell cycle and viability in WPMY-1 cells. (a) Effects of MK0677 (100 nM, 24-48 h) on cell cycle phases, assessed by flow cytometry analyses. Shown are representative experiments (left panels), and single values from each of five independent experiments, with mean for each gene as bar (^#^*p* < 0.05 vs. control after Wilcoxon Rank Sum test). In figures for representative experiments, the G1 phase is represented by the first red peak, the G2/M phase by the second red peak, and the S phase by the hatched areas. (b) Effects of MK0677 on viability, assessed by CCK-8 assays (single values from each of five independent experiments, with mean for each gene as bar) (*p* < 0.04 vs. control after Friedman two-way ANOVA by ranks).

**Figure 6:**
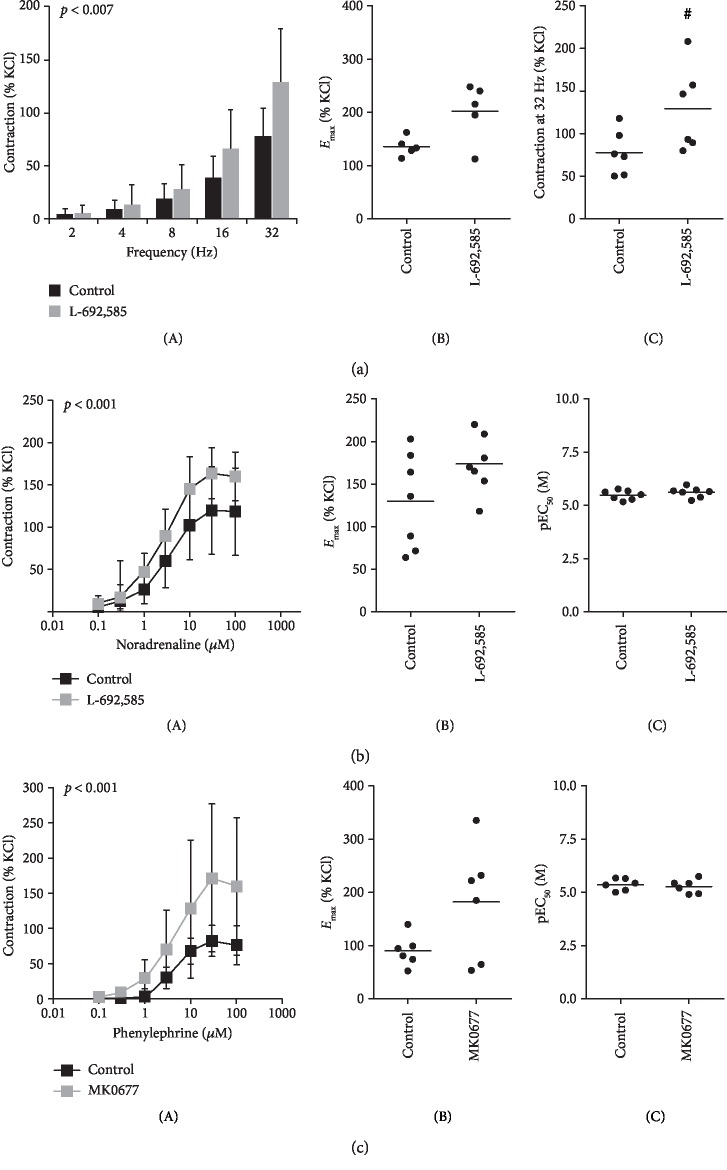
Effects of GHSR agonists on contractility of human prostate tissues. (a) Effects of L-692,585 (300 nM) on contractions of human prostate strips induced by electric field stimulation (tissues from *n* = 6 patients). (b) Effects of L-692,585 (300 nM) on contractions of human prostate strips induced by noradrenaline (tissues from *n* = 7 patients). (c) Effects of MK0677 (100 nM) on contractions of human prostate strips induced by the *α*_1_-adrenoceptor agonist phenylephrine (tissues from *n* = 6 patients). In all series, tissue from each patient being allocated to control and GHSR agonist group in each experiment. Data are mean ± SD in frequency- and concentration-response curves (*p* value from 2-way ANOVA for comparison between groups as indicated in frequency and concentration response curves) (A), *E*_max_ values for each single experiment (calculated by curve fitting) in (b) and (c) (B), and from 5 of 6 experiments in (a, B) (as feasible calculation was not possible for one experiment) (^#^*p* < 0.03 vs. control after Wilcoxon Rank Sum test), single values for 32 hertz-induced contractions in (a, C), and pEC_50_ values for each single experiment (calculated by curve fitting) in (b) and (c) (C).

**Table 1:** Ghrelin-upregulated genes in hyperplastic rat prostates, selected from microarray for further analysis in human prostate tissues and in WPMY-1 cells, grouped to functional categories. Rats with testosterone-induced BPH were treated with ghrelin (20 nmol/kg, daily) or vehicle. Prostates were harvested four weeks after initiation of ghrelin treatment and subjected to microarray analysis (prostates from *n* = 3 animals per group). The selection represents genes, which were upregulated 1-fold or more by ghrelin treatment (fold change) and for which a function for growth, smooth muscle contraction, or metabolism appears likely.

Gene	Fold change	Simplified description
Growth		
BMP6	8.764	TGF-beta receptor agonist
TTK	4.258	Proliferation-promoting kinase
CCNE1	4.187	Cyclin E1
FOXM1	2.649	Transcriptional activator involved in proliferation
Contraction		
GAL	10.13	Regulation of neurotransmission
SPON1	3.111	ECM, adhesion, vascular smooth muscle
LIMK2	2.432	Smooth muscle contraction in hyperplastic human prostate
RTKN2	2.418	Rhotekin 2, effector of contraction-mediating Rho kinase
ARHGEF4	2.267	Rho guanine nucleotide exchange factor
ABRA	2.049	Actin-binding Rho activating protein
Metabolism		
SLC10A6	5.006	Metabolism, sugar import into cell
THEM5	4.300	Metabolism, lipid regulation

**Table 2:** Correlation analysis for mRNAs of genes selected from microarray analysis with mRNAs of GHSR and PSA, based on mRNA detection by RT-PCR in human prostate tissues (samples from 12 patients for each gene).

Gene	Correlation coefficient (Spearman's *r*)	
	With GHSR	With PSA
BMP6	0.965	-0.124
TTK	0.999	0.913
CCNE1	0.959	0.063
FOXM1	0.987	-0.016
GAL	0.903	-0.389
SPON1	0.324	-0.044
LIMK1	0.536	0.514
RTKN2	0.826	-0.369
ARHGEF4	0.679	0.452
ABRA	0.995	-0.252
SLC10A6	0.997	-0.25
THEM5	0.992	-0.209

## Data Availability

All data used to support the findings of this study are included within the article.

## Abbreviations

BPH: Benign prostatic hyperplasia
LUTS: Lower urinary tract symptoms
GHSR: Growth hormone secretagogue receptor
TURP: Transurethral resection of the prostate
PSA: Prostate-specific antigen
EFS: Electric field stimulation
FACS: Fluorescence-activated cell sorting
FSC: Forward scatter
SSC: Side scatter
PI: Propidium iodide
EdU: 5-Ethynyl-2′-deoxyuridine
CCK-8: Cell counting kit 8
SRB: Sulforhodamine B
GTP: Guanosine-5′-triphosphate
GEO: Gene expression omnibus.

How the deposited data were processed for this re-analysis (not part of the article)

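Gene expression had been measured in prostates of 9 Sprague Dawley rats, 3 per group, with Agilent one-colour rat arrays: sham, BPH and BPH+ghrelin. The condition of each array was taken from its sample label. All 9 arrays were used, and no array was left unassigned. The human tissues, the cultured cells and the organ bath experiments of the study are not analysed here.

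The authors deposited the output of the scanner software for each array and a matrix of processed values. The intensities deposited by the authors were made with the scanner software, which had subtracted the background and removed spatial trends, and they were on a linear scale and not normalized between arrays. The matrix deposited by the authors holds log2 values that they had quantile normalized, with a floor at 2.322, and each of its 9 columns correlated best with its own array. It was used only as an alternative. Each array had 44254 spots, of which 42877 were not controls. The raw signal had a 75th percentile of 327 (sham replicate 2) to 1065 (BPH replicate 1), and 0 spots were saturated.

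Spots marked as outliers by the scanner software were removed, the other spots of each probe were averaged, and 11 of 30367 probes without a remaining spot on some array were dropped. The log2 signals were quantile normalized over the 9 arrays. Accessions of the probes were matched to the RefSeq gene table of assembly GRCr8, which was used for names only; the annotation in the array headers belongs to another assembly (rn4), and no coordinates are given. A probe was kept for a comparison when it was well above background on at least 3 of the 6 arrays compared, and a gene was represented by its passing probe with the highest mean signal over the 9 arrays.

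The comparisons were BPH+ghrelin against BPH and BPH against sham. The fold criterion of the study (at least 2-fold, no test) was applied to the difference of group means of log2 values. In addition, limma (lmFit and eBayes, 3 groups, 9 arrays) was used with Benjamini-Hochberg adjustment, and a call means an adjusted p under 0.05. A two-sided exact permutation test of 3 against 3 arrays cannot give a p under 0.1. Named genes were genes that the study names, genes of proteins and receptors in its text (such as calponin and subtypes of the α1-adrenoceptors) and, for each comparison and direction, up to 5 genes with a symbol and the largest fold among those called without overlap between the arrays of both groups. A gene whose probe was well above background on 0 of 3 arrays of 1 group is given as a bound, computed against the background limit. In data simulated with the spread of these arrays, 81% and 85% of 4-fold changes and 46% and 45% of 2-fold changes were called in the 2 comparisons, and 4.51% and 4.41% of the calls were false. The simulated arrays were independent, with 1 spread per gene for all groups. No array was simulated as a mixture of others, and no slide difference was included. These rates therefore need not hold for the real arrays.

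The 10 gene lists were cell cycle, smooth muscle contraction, lipid metabolism, rat prostate secretory epithelium, basal epithelium, fibroblast and matrix, immune cells, striated muscle, seminal vesicle and coagulating gland, and neural. They were tested with camera (preset correlation 0.01), fry, and camera with estimated correlation, with Benjamini-Hochberg adjustment over the 10 lists. The comparisons, the gene lists, the rule for named genes and the alternatives were set before the data were examined. The alternatives were scaling to the 75th percentile of each array, normexp background correction (offset 50), no filter on dim probes, a filter on all 6 arrays, normalization and fit with the 6 arrays compared, the mean of the probes of a gene, probes in place of genes, replicate number as a block, slide as a block, the deposited matrix, eBayes with trend and robust, each array left out in turn, and other criteria for the counts. For normexp, the mean signal had been planned, but the scanner output holds no mean signal, and the median signal of spot and local background was used.

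The following was decided after values had been seen. When 1 array was left out, the filter on dim probes was first repeated on the remaining 5 arrays; it was then fixed to that of the 6 arrays, so that the same genes were compared. The simulated correlation between both comparisons was changed to use the weights of the model. The finding that 1 array of each group lies between the other 2, the thresholds used to describe it, the lists of fat and epididymal genes, the search for probes present in 1 group and absent in the other, the check on slides, the comparison of the count by fold alone with the paper's number of altered mRNAs and the 27 ways to leave out 1 array per group were all chosen after the data were seen. The limits by which their outcomes were judged were also set with the values known. Shares in a mixture were read on the linear scale from probes at least 8-fold apart between the other 2 arrays of a group, with the brighter of them at a log2 signal of at least 6. In simulated data with a true share of 0.6, the shares read from both directions were 0.602 and 0.614.

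R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used.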

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

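The counts over other splits of the arrays, the share of 33.3% and the tests of sham replicate 2 and of seminal vesicle tissue are tests chosen only after the results were seen.

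A signal appeared in samples on which the paper does not report: between the BPH and the sham arrays, 847 of 19552 genes had an adjusted p under 0.05 (limma), 421 higher and 426 lower in BPH, and 690 genes were at least 2-fold higher and 905 at least 2-fold lower. The arrays of both groups did not overlap for 31.3% of the genes. Chance gives 10% for 3 independent arrays per group, but 33.3% for 2 against 2 arrays, and in each group 1 array lay between the other 2 at most probes, so that this share alone does not exclude chance. By the rule for named genes, those higher were Ccng1 (log2 fold change 2.52, adjusted p 0.00723), Ifit1 (at least 3.29-fold), Dmkn (at least 2.56-fold), Mup4l3 (at least 1.55-fold) and Anks4b (at least 1.37-fold), where the probes of the latter 4 were well above background on 0 of 3 sham arrays. Those lower were Mt3 (-6.18, adjusted p 0.0173), Cd52 (-5.81, adjusted p 0.0420), Itln1 (-5.66, adjusted p 0.00910), Svs3a (-5.57, adjusted p 0.0115) and Teddm1a (-5.22, adjusted p 0.0280), and in each of the 10 genes the arrays of both groups did not overlap. The size of these decreases is uncertain where BPH arrays were near background. The probe of Itln1 was well above background on 1 of 3 BPH arrays, and those of Svs3a and Teddm1a on 2 of 3. With normexp, the log2 fold changes of these 3 genes were -1.69, -2.66 and -2.35. With 1 array left out in turn, that of Mt3 ranged from -7.10 to -4.87 and that of Cd52 from -6.81 to -4.30. The adjusted p stayed under 0.05 in 3 of 6 such fits for Dmkn, Cd52, Svs3a and Teddm1a. It did in 4 of 6 for Mt3 and in 5 of 6 for Ifit1 and Itln1. For Ccng1, Mup4l3 and Anks4b, it did in 6 of 6.

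Single arrays decide the size of this count: it was 119 without BPH replicate 2, 160 without sham replicate 3, 262 without BPH replicate 3 and 3082 without sham replicate 1. BPH replicate 2 and sham replicate 3 are the middle arrays of their groups, and leaving them out raises the spread by construction. Without sham replicate 2, the array with the low signal, the count was 919, and 623 of the 847 genes were among them. The genes at least 2-fold higher fell from 690 to 371, and those lower from 905 to 646. A count of this size thus does not need that array, but the number of 2-fold differences depended on it. Of the 10 splits of the 6 arrays into 3 and 3, only the real one gave as many genes (1 of 10); as 10 splits cannot give a smaller share, chance cannot be excluded. No slide held arrays of both groups, so that slide and group cannot be told apart except through the BPH+ghrelin arrays. With slide as a block, limma gave 2 genes at an adjusted p under 0.05 and 1377 at an unadjusted p under 0.05. The induction of BPH, by castration and dihydrotestosterone, differs between the groups by design and stays open as an explanation.

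The list of seminal vesicle and coagulating gland genes, outside the genes that the paper discusses, was lower in BPH than in sham (median log2 fold change -2.10; 10 of 16 genes tested). Of these 10 genes, 6 were at least 2-fold lower, 3 of them with an adjusted p under 0.05, and 2 were at least 2-fold higher. The adjusted p of the list was 0.00921 with camera, 0.0217 with fry and 0.533 with camera and estimated correlation. The most abundant genes in sham were Semg1 (mean log2 signal 16.5 in sham and 11.8 in BPH), Svs4 (15.1 and 10.8) and Tgm4 (9.41 and 6.67), and Tgm4 is also on the list of secretory epithelium. The BPH arrays differed between each other, with Semg1 at 14.5, 13.6 and 7.35. In each of the 18 alternatives the median stayed negative, from -3.50 (filter on all 6 arrays) to -1.005 (normexp). Among these, fry, camera with estimated correlation, eBayes with trend and robust, and replicate number as a block cannot change the median.

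The signal of sham replicate 2 alone does not explain this, since the median was -1.83 without that array. Seminal vesicle or coagulating gland tissue collected with the sham prostates is a candidate explanation: it may have brought Semg1 and Svs4. Of the 10 genes, 3 did not follow it, as Svs6, Aldh1a3 and Svs5 were not lower in BPH (log2 difference 1.27, 1.07 and 0.26). Their mean log2 signal in sham was only 4.22, 4.24 and 3.08, and such dim genes leave the explanation open. Castration and dihydrotestosterone in the BPH group also stay open and were not tested apart from the tissue collected.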

How the results depend on the processing

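The 27 ways to leave out 1 array per group are tests chosen only after the results were seen, and leaving out 1 array used a filter that was fixed after the first counts were seen. The cause of each change given here was not tested, unless the setting itself shows it. Replicate number as a block and eBayes with trend and robust cannot change fold changes. Counts by fold alone, medians of lists and correlations of fold changes repeat the main value in these settings.

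Of the values of gene lists under alternatives, 318 kept their direction and their side of the threshold, 17 fell short of the threshold, 4 newly passed it and 21 changed sign. For the values of named genes, these numbers were 485, 103, 16 and 5. Slide as a block accounted for 21 of the 103, and leaving out BPH replicate 2 for 17.

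For BPH+ghrelin against BPH, the number of genes at an adjusted p under 0.05 (293) became 515 with scaling to the 75th percentile, where 47.2% of them were higher in BPH+ghrelin in place of 33.4%; with normexp it was 398 (44.7% higher). It was 195 without the filter on dim probes (26905 genes tested), 2101 with the 6 arrays compared, 17 with replicate number as a block and 2 with slide as a block. By fold alone (at least 2-fold, no test), a criterion added after the values were seen, it was 1205. By other criteria it was 2316 (unadjusted p under 0.05 and at least 1.5-fold) and 4172 (unadjusted p under 0.05). With 1 array left out, it ranged from 3 (without BPH replicate 2) to 400 (without BPH replicate 3). The numbers at least 2-fold higher and lower (573 and 632) were 73 and 95 with normexp, whose offset shrinks folds, and 1005 and 978 without the filter, which adds dim probes; 333 were lower with the filter on all 6 arrays, which removes probes absent in 1 group. With normexp, 4 of the Table 1 genes were at least 2-fold higher, and in the other alternatives 8 to 10.

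For BPH against sham, scaling to the 75th percentile moved the median of all genes from 0.04 to -0.09. With it, 365 genes were at least 2-fold higher and 1240 lower (22.7% higher in place of 43.3%), and of 898 genes at an adjusted p under 0.05, 32.0% were higher in place of 49.7%. Relative to the shifted median, directions close to 0 are not determined. With normexp, 76 were higher and 253 lower; without the filter, 1416 were lower and 533 had an adjusted p under 0.05; with the filter on all 6 arrays, 227 were higher. With slide as a block, 1171 were higher (54.2%) and 2 genes had an adjusted p under 0.05. The number at an adjusted p under 0.05 was 181 with the 6 arrays compared (21.5% higher). It was 243 with replicate number as a block (22.2% higher). With 1 array left out, it ranged from 119 (without BPH replicate 2) to 3082 (without sham replicate 1). Of these calls, 16.8% (without BPH replicate 2) to 53.3% (without BPH replicate 1) were higher. The number at least 2-fold higher ranged from 371 (without sham replicate 2) to 1350 (without sham replicate 1). The number at least 2-fold lower ranged from 646 (without sham replicate 2) to 1374 (without sham replicate 1).

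The labels do not say that equal replicate numbers share anything. Deviations from the group mean correlated between arrays of equal number at -0.14 to 0.26 (9 pairs), and between arrays of different number at -0.29 to 0.31 (18 pairs), and the block is given for completeness.

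Signs changed only in values close to 0 or in short lists. For BPH+ghrelin against BPH, Cdk4 became 0.13 with slide as a block, and Adra1a became -0.052 with the 75th percentile and ranged from -0.093 (without BPH replicate 1) to 0.15 (without BPH replicate 3); it was also negative without BPH+ghrelin replicate 1 and without BPH+ghrelin replicate 2. The median of the secretory epithelium list became 0.17 with the 75th percentile. That of the basal epithelium list became 0.30 with the 75th percentile and 0.044 without the filter, and ranged from -0.13 to 0.032. The lipid metabolism list became -0.035 with normexp, -0.037 without the filter and -0.037 with the filter on all 6 arrays, and ranged from -0.033 to 0.090. The striated muscle list became -0.0091 without the filter. The neural list became 0.025 without the filter and 0.018 with the filter on all 6 arrays, and ranged from -0.24 to 0.11. The seminal vesicle list became 0.46 with slide as a block and ranged from -1.08 to 0.19. For BPH against sham, the secretory epithelium list became -0.56 with the 75th percentile and ranged from -0.022 to 0.081, the immune cell list became -0.061 with the 75th percentile and -0.016 with slide as a block and ranged from -0.077 to 0.16, and the neural list became -0.045 without the filter. These ranges are over leaving out 1 array in turn.

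The Spearman correlation across genes between both comparisons (-0.473) was -0.505 with the 75th percentile, -0.484 with probes counted and -0.533 with slide as a block, and ranged from -0.525 (without BPH replicate 3) to -0.360 (without sham replicate 2). Simulated groups without differences gave other ranges in these settings: -0.486 to -0.445, -0.481 to -0.448, -0.734 to -0.710, -0.573 to -0.546 and -0.432 to -0.398. The correlation was thus more negative than simulated with the 75th percentile and with probes counted, and less negative in the other 3 of these settings.

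Over the 27 ways to leave out 1 array per group, the number of genes at an adjusted p under 0.05 ranged from 0 to 2468 (median 1) for BPH+ghrelin against BPH, and from 0 to 793 (median 20) for BPH against sham; at an unadjusted p under 0.05 it ranged from 831 to 7117 and from 1182 to 6720 (limma). Without the 3 arrays that lie between the others of their group it was 0 and 3, and 831 and 1182 at an unadjusted p under 0.05; leaving out a middle array raises the spread by construction.

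Signal over background limits the genes that can be compared: sham replicate 2 had 61.4% of probes well above background, and folds of probes near background depend on the background correction.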

Differences from the paper's values

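The paper gives 893 mRNAs as altered by ghrelin (the paper's value), and here 293 genes had an adjusted p under 0.05. The study applied no test to the arrays. It does not state the criterion for the 893, and it describes the remaining mRNAs as changed less than 2-fold or without an assumed function. The 893 are thus not given as a 2-fold count, and a similar number does not identify the criterion. By fold alone, 1205 genes were at least 2-fold higher or lower here (1081 in the deposited matrix), which does not differ by more than 1.5 times from the paper's number; this criterion was set against that number after the values were seen, and it stays within 1.5 times in 12 of 18 settings, but not with normexp (168), no filter on dim probes (1983), probes counted (1400), slide as a block (1590), without BPH replicate 3 (1580) or without BPH+ghrelin replicate 1 (1430). Among the alternatives set before the data were examined, only the criterion of at least 2-fold together with an unadjusted p under 0.05 does not differ, with 890 genes; scaling to the 75th percentile (515), normexp (398), the deposited matrix (366), the 6 arrays compared (2101), slide as a block (2) and the others do.

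As upregulated at least 2-fold, the paper gives 258 (the paper's value), and 573 were found here. In each of 20 settings, the main one included, the number differs; it was 415 with the added criterion of an unadjusted p under 0.05, and 73 with normexp, and each of the other alternatives set before the data were examined gave 429 or more.

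As downregulated at least 2-fold, the paper gives 385 (the paper's value), and 632 were found here. Of the alternatives set before the data were examined, 5 do not differ: the filter on all 6 arrays (333), the added criterion of an unadjusted p under 0.05 (475), the deposited matrix (542), the fit without BPH replicate 1 (546) and scaling to the 75th percentile (576). In the other settings the number differs, among them normexp (95), fold from linear means (589), slide as a block (915) and no filter on dim probes (978).

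For LIMK2, Table 1 gives 2.432-fold (the paper's value), and Limk2 was 0.679-fold here. All alternatives set before the data were examined differ as well, with 0.676-fold in the deposited matrix and 0.935-fold with normexp. Limk1, which the study names elsewhere, was 2.41-fold higher here and 2.432-fold in the deposited matrix. The value of Table 1 thus matches the probe of Limk1 and not that of Limk2. Table 2 of the paper lists LIMK1 in place of LIMK2. The other 10 genes of Table 1 that could be tested differed from the paper's folds by at most 1.015 times in the main setting, and for 9 genes the deposited matrix was within 0.5% of them. Under some alternatives set before the data were examined they differ by more than 1.5 times. Gal did so without BPH replicate 1 (5.92-fold), without BPH replicate 3 (16.1-fold) and with normexp (6.71-fold). Bmp6 did so without BPH replicate 3 (5.71-fold) and with normexp (1.98-fold). With slide as a block, Spon1 (5.14-fold) and Slc10a6 (2.35-fold) differed. With normexp, Ttk (2.60-fold), Foxm1 (1.71-fold), Rtkn2 (1.20-fold), Abra (1.24-fold), Slc10a6 (1.47-fold) and Them5 (1.39-fold) differed as well. No probe could be named for Arhgef4, so its value could not be compared.

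The key of Figure 1(c) marks more genes of growth as decreased than as increased, and more genes of smooth muscle contraction as increased than as decreased, which is the reverse of the text. In the lists used here, which are not the study's categories, 33 of 34 cell cycle genes were higher in BPH+ghrelin (median log2 fold change 1.32), and 4 of 27 genes of smooth muscle contraction (median -0.55).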

Other observations

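The tests of slides, of pools and mixtures of tissue, of fat, stromal and epididymal genes, of probes present in 1 group only and of other splits are tests chosen only after the results were seen; the lists other than fat and epididymis and the correlation of both comparisons were planned.

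In each group 1 array lay between the other 2, and a mixture of these 2 arrays on the linear scale gave its values closely: the median absolute residual (log2) was 0.06 for BPH replicate 2, 0.06 for BPH+ghrelin replicate 2 and 0.09 for sham replicate 3, and these were the 3 lowest of 252 combinations of an array and 2 others. The next residual within the same group was 0.16, 0.16 and 0.23. Values computed from the other 2 arrays are argued against by the spots: the scatter of repeated spots on the middle array correlated with that of its 2 end arrays at 0.823 at most (BPH replicate 2), where this array correlated with 15 other pairs of arrays at 0.753 to 0.885. A middle position on the log2 scale is argued against too, since probes at least 8-fold apart lay at a position of 0.61 or more, where 0.5 is halfway. A leak between neighbouring arrays is argued against for BPH+ghrelin and sham, where at most 1 of the 2 end arrays lay on the slide of the middle array; for BPH, 2 of 2 did, and a leak cannot be told apart there.

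RNA of the middle sample pooled from the other 2 rats is a candidate explanation: the share of the first end array was 0.529 and 0.560 (BPH), 0.553 and 0.540 (BPH+ghrelin) and 0.631 and 0.694 (sham) when read from probes higher in one end array or in the other, so that the largest difference was 0.0631. In simulated data this difference was 0.0120 for a pool and 0.542 for an independent array. A rat with a tissue composition between those of the other 2 cannot be told apart from a pool: marker lists gave median shares that differed by at most 0.101 within a group, and lists with 3 to 18 probes do not decide. No biological explanation was tested. If a middle array were a pool, the 3 arrays of a group would not be independent; the labels and the paper do not mention pools.

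For BPH+ghrelin against BPH, only the real split of the 6 arrays into 3 and 3 gave as many genes at an adjusted p under 0.05 as were found (1 of 10), and 10 splits cannot exclude chance. A difference between slides may contribute to the 293 genes. Of 2759 genes at least 2-fold apart between BPH+ghrelin replicate 3 and BPH replicate 1 (different slides), 69.5% kept their direction between BPH+ghrelin replicate 1 and BPH replicate 3 (1 slide), with a median of 0.32; with the BPH arrays exchanged, 66.6% of 1875 genes did, with a median of 0.40. These values rest on BPH+ghrelin replicate 1 alone and do not decide how much slide contributes; ghrelin treatment stays open beside it.

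Of the 10 lists, 4 had an adjusted p under 0.05 with camera in BPH+ghrelin against BPH: cell cycle, smooth muscle contraction, fibroblast and matrix (median log2 fold change -0.57, 12 genes, adjusted p 0.000761) and immune cells (-0.45, 17 genes, adjusted p 0.000616). With fry, smooth muscle contraction and immune cells (adjusted p 0.00373) held, and with estimated correlation 0 of 10 did (1 at an unadjusted p under 0.05). With normexp, the medians of smooth muscle contraction, fibroblast and matrix, and immune cells were -0.24, -0.25 and -0.17. The other medians were 0.01 for lipid metabolism, -0.10 for secretory epithelium (mean -0.49, 16 genes), -0.04 for basal epithelium (7 genes), 0.31 for striated muscle (16 genes), -0.54 for seminal vesicle and coagulating gland (9 genes) and -0.09 for neural genes (10 genes), where the mean of the neural list was positive (0.06) and camera gave it a downward direction; the directions of the secretory, basal, lipid, striated, neural and seminal vesicle lists changed under some alternatives. A lower share of stroma in the BPH+ghrelin samples may explain the decrease of the 3 lists, whose medians differed by only 0.11. The epithelial lists would then rise, but they had no stable sign (-0.10 and -0.04, and 0.17 and 0.30 with scaling to the 75th percentile), so that this cannot be told apart from lower expression after ghrelin.

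In BPH against sham, the medians were 0.47 for cell cycle (33 genes; camera, adjusted p 0.00367), 0.72 for basal epithelium (7 genes; 0.0156), 0.39 for fibroblast and matrix (13 genes; 0.0305), -0.62 for striated muscle (17 genes; 0.00367), 0.20 for smooth muscle contraction (0.195), 0.30 for lipid metabolism (0.113), 0.17 for neural genes (0.654), 0.04 for secretory epithelium (0.423) and 0.04 for immune cells (0.783). The latter 2 lists had negative means (-0.77 and -0.04), and camera gave them a downward direction. With fry, the calls for basal epithelium (adjusted p 0.000634), striated muscle (0.0217) and the seminal vesicle list held, those for cell cycle and fibroblast and matrix did not, and secretory epithelium passed in addition (0.0217), and with estimated correlation 0 of 10 lists had an adjusted p under 0.05 (1 at an unadjusted p under 0.05), the lowest being 0.305. Several medians were moved by single arrays or settings: cell cycle to 0.998 without BPH replicate 1, 0.16 without BPH replicate 3 and 0.025 with slide as a block, striated muscle to -1.16 without sham replicate 2 and -0.20 without BPH replicate 1, fibroblast and matrix to 0.16 without sham replicate 2 and 0.81 with slide as a block, basal epithelium to 0.32 with normexp, smooth muscle contraction to 0.35 without BPH replicate 1 and 0.056 with slide as a block, and lipid metabolism to 0.11 with the 75th percentile. The size of these differences is thus uncertain.

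Fat genes were low on BPH+ghrelin replicate 1 and on sham replicate 1. Adipoq had a log2 signal of 0.58 on BPH+ghrelin replicate 1, compared to 10.9 and 11.9 on replicates 2 and 3, and of 3.28 on sham replicate 1. Of 17 fat genes, 14 were lower on BPH+ghrelin replicate 1 than on replicate 3 (median log2 difference -2.32), and 14 were lower on sham replicate 1 than on sham replicate 2. Without the 5 genes that prompted the list, 9 of the other 12 were lower in each of these comparisons, not all of them the same genes, with medians of -1.52 and -1.29. Less fat tissue in these samples may explain this; Retn, at a log2 signal of 12.05 on BPH+ghrelin replicate 1 and 12.6 on replicate 3, did not follow. The lists share Lpl, Fabp4 and Lipe with lipid metabolism. The samples belong to 2 groups, and no biological explanation was tested.

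Well above background on 3 of 3 arrays of 1 group and 0 of 3 of the other, with at least 4-fold difference, were 7 genes: 1 in BPH+ghrelin only (at least 18.2-fold) and 6 in BPH only, among them Ihh (at least 7.50-fold), Ccn5 (at least 5.42-fold) and B3galt5 (at least 4.57-fold) and 2 probes without a symbol (at least 212-fold and at least 108-fold), which were well above background on 3 of 3 sham arrays. Other splits of the 6 arrays gave 0 or 1 such genes, and the real split was the only one with as many (1 of 10), which cannot exclude chance. An effect of ghrelin and a genetic difference between the rats both stay open and were not tested.

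Cd52 and Teddm1a were lower in BPH than in sham (median log2 difference -5.52). Epididymal tissue in the sham samples is a candidate explanation, but the other 7 epididymal genes did not follow as a set (median -0.081, 4 of 7 lower, the largest decrease -1.13). As they went both ways, this does not decide, and the induction of BPH stays open.

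Across 19335 genes, the log2 fold changes of BPH+ghrelin against BPH correlated negatively with those of BPH against sham (Spearman -0.473, Pearson -0.375). Both comparisons share the BPH arrays, and simulated groups without differences gave -0.479 to -0.439 and -0.530 to -0.469; genes are not independent replicates. Over 20 settings, each against its own simulated range, the Spearman correlation was more negative in 6, within the range in 9 and less negative in 5, and the Pearson correlation was less negative in 20. Replicate number as a block and eBayes with trend and robust repeat the main correlation among these settings. It is left open whether ghrelin reversed changes of BPH.

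Of other genes chosen in advance from the topics of the study, Ghsr was 1.82-fold higher in BPH+ghrelin than in BPH (log2 fold change 0.87, standard error 0.25; limma, adjusted p 0.115), and its log2 fold change was 0.090 with normexp. The probe of Ghrl was not well above background on enough arrays to be tested, and no probe could be named for Mki67. Values of log2 fold change were 0.39 for Ccnd1 (adjusted p 0.549), -0.09 for Cdk4 (0.894), -0.36 for Cnn1 (0.703), 0.02 for Adra1a (0.974), 0.39 for Adra1b (0.297) and 0.55 for Gapdh (0.197); the signs of Cdk4 and Adra1a changed under some alternatives. Limk1 was 2.41-fold higher (log2 fold change 1.27, standard error 0.29, adjusted p 0.0719). In BPH against sham, Rhoa was higher (0.77, standard error 0.17, adjusted p 0.0466), a call kept in 2 of 6 fits with 1 array left out and lost with slide as a block, and Limk1 was lower (-1.02, adjusted p 0.0811).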
